A study of Homo sapiens with 90 samples.

How the data were processed

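HepG2 cells, an established human liver tumour line, were plated in multiwell plates and, 24 h after plating, exposed for 24 h to fenbuconazole, imazalil, 2,4-D or the DMSO vehicle, per the labels. Fenbuconazole is a triazole fungicide, imazalil an imidazole fungicide and 2,4-D a chlorophenoxy herbicide. Each compound was given at 9 doses (10, 3, 1, 0.3, 0.1, 0.03, 0.01, 0.003 and 0.001 µM) with 3 replicates per dose, and 3 DMSO replicates served as the common controls. Total RNA was labelled for 3' expression and hybridized to Affymetrix HT HG-U133+ PM arrays.

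The deposited values were log2 probe set intensities. The titles of the samples state that the authors normalized the arrays by RMA within each compound's set, each set holding 27 treated arrays and copies of the 3 DMSO arrays. The processing notes name RMA and Partek, and the versions and settings were not given in the sources used here. The table had 90 columns from 84 different arrays, 30 per set. Copies of a DMSO array in different sets correlated at r = 0.99862 or higher across probe sets, above the highest correlation between different DMSO arrays (0.99613). Because normalization was separate, values were compared between sets only after subtraction of the mean of the set's own 3 DMSO columns.

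The array carried 54715 probe sets, of which 102 were controls, 40914 had 1 gene symbol, 864 had several and 12835 were in no line of the gene table. The symbols of 40858 probe sets were matched to the reference annotation by Entrez identifier, and 0 symbols differed. Each gene was represented by the probe set with the highest mean over all 90 columns, which gave 19774 genes. No dim gene was left out. A total of 1 probe set without a symbol and 2 with several passed the threshold in a separate fit and are described with the closing observations. Some genes of the fixed lists and of the naming rule were not analysed here. The files name no genome build, so no coordinates are given.

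Tests were run in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. For each compound, lmFit and eBayes were applied to the 30 columns of its set with 1 mean per group and no replicate block. The contrasts were 10 µM minus DMSO, each other dose minus DMSO, an F test over the 9 doses, and 10 µM minus the mean of the 3 lowest doses. A slope per 10-fold dose was fitted to the 27 treated columns alone. Differences between compounds at the same dose were fitted to the DMSO-centred values of the treated columns of both sets. All tests were two-sided. P values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05. Intervals are 95% intervals. Folds are 2 to the power of the log2 difference, with values below 1 for lower expression.

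A set of 18 gene lists was fixed. They covered cholesterol synthesis and uptake, fatty acid synthesis, targets of AHR, of PXR and CAR, of PPARA, of LXR and FXR, of NRF2 and of p53, integrated stress and ER stress, cell cycle, heat shock, metallothioneins and zinc, hepatocyte secreted proteins, hypoxia and glycolysis, the interferon response, immediate early genes, and markers of mesenchymal and of blood and endothelial cells. Of 255 list entries, 237 were measured. Lists were tested with camera in limma at a preset correlation between genes of 0.01 and again with an estimated correlation, and were adjusted over the 54 tests of the lists in the 3 compounds. The same adjustment was made over the 54 tests of the differences between compounds. Beside most of the lists that passed stand the members past the threshold over all genes and those adjusted over the list alone.

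Genes were named by a rule. For each compound at 10 µM these were up to 10 with the highest and 10 with the lowest log2 fold change past the threshold and moved the same way in all 3 same-numbered pairs. Where none passed, the 3 highest and the 3 lowest were named as not past it. The rule added up to 4 members of each list past the threshold, the 5 steepest slopes each way, the 10 largest differences between compounds, and CYP51A1, HMGCS1, CYP1A1, CYP3A4, CYP2B6, PDK4, HMOX1 and CDKN1A. Other genes named here, including CLDN1, DOCK8, DUSP23, list members past the threshold only over their list and genes past it only against the lowest doses, were chosen after their values were seen. The tests, thresholds, lists, naming rule and alternatives were set before the data were examined, except a covariate for the spread of each array's values, the tests of the array spread, of the 3' to 5' signal of GAPDH and of the choice of DMSO arrays, the comparison of 3' and 5' control signals, the values of other probe sets, the relation of the splits to the array spread, the list alternatives for the differences, the alternatives for slopes and differences of single genes, and the added lists of the closing observations.

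The labels number the replicates 1 to 3 and carry a plate code equal to that number, whose meaning is not stated. Each group held 1 array per code, so a difference taken within 1 code had no replicates, and the code entered only as the replicate block of the alternatives. Correlations of residuals between the same-numbered DMSO and 10 µM arrays were 0.388, 0.209 and 0.076 for fenbuconazole, -0.15, 0.056 and 0.147 for imazalil, and 0.411, 0.306 and 0.164 for 2,4-D. In the 2,4-D set all 6 arrays correlated best with the array of their own number. The reported fit of this set still had no replicate block, and a fit with the replicate number as a block also gave 0 genes at 10 µM. Nothing in the labels says that the replicates came from separate cultures, so the p values measure only the spread between these samples, which may be technical. Array numbers in the labels were confounded with compound and dose.

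The fits were tested on simulated data, in which the residuals of whole arrays were reassigned at random and 200 genes were changed, 5 times per set. At a log2 change of 0.5, the 10 µM test recovered 59.5% of changed genes in the fenbuconazole set, 53% in the imazalil set and 64.5% in the 2,4-D set, and at a log2 change of 1 it recovered 97%, 98.5% and 99.5%. At a log2 change of 0.25 the 10 µM test recovered 5.5%, 9% and 14%. Mean false calls were 3.4, 6 and 4.2 genes, and at most 12, 16 and 10 in 1 run. The test against the 3 lowest doses recovered 77%, 77.5% and 80.5% of changes of 0.5. Its mean false calls were 3.8, 6 and 3.6, and at most 12, 21 and 9 in 1 run. The F test recovered 45%, 42% and 46%, with mean false calls of 8.4, 16.8 and 5.2 and at most 32, 59 and 13 in 1 run. Slopes of 0.1 were recovered in 68%, 71.2% and 76.8% of genes, with mean false calls of 43.2 in the fenbuconazole set, 1.4 in the imazalil set and 6.4 in the 2,4-D set and at most 208, 2 and 26 in 1 run. The test of a difference recovered 58.5% of changes of 0.5 between imazalil and fenbuconazole, 68% between imazalil and 2,4-D and 64.5% between fenbuconazole and 2,4-D, with mean false calls of 5.2, 28 and 1.6 and at most 15, 126 and 4 in 1 run. A list of 20 genes raised by 0.25 was recovered in 5 of 5 runs in every set, with 1 false list in the imazalil set at the preset correlation and 0 elsewhere. How often lists of co-regulated genes would be called falsely at the preset correlation was not tested.

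The alternatives were a replicate block, omission of genes with a mean below the median, a test of every probe set, quantile normalization of the 84 arrays together with or without subtraction of DMSO, a trended robust variance, a fit to the 2 groups compared, a fold of at least 1.5, the 3 lowest doses as baseline for the correlations between compounds, an estimated correlation for the lists, and omission of each replicate number, each DMSO array and each 10 µM array in turn. The spread covariate, the interquartile range of each array, was added after seeing the data, and so were the comparison of the 3' and 5' control signals and the values of the other probe sets of a gene. Correlations between compounds were set against 200 simulations of unchanged groups that share the same 3 controls. Up to 100 other splits of the same arrays were drawn for each count.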

Results

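Gene expression was measured in HepG2 cells after 24 h with fenbuconazole, imazalil or 2,4-D at 9 doses from 0.001 to 10 µM, with 3 arrays per dose and 3 common DMSO arrays. The comparisons ask which genes each compound changed, from which dose, and whether the compounds differed at the same dose. Values on single arrays ranged from 1.71 to 13.56 in the fenbuconazole set, from 1.685 to 13.58 in the imazalil set and from 1.727 to 13.62 in the 2,4-D set (log2 intensity). Array medians lay between 2.97 and 3.05, between 2.95 and 3.07 and between 3.06 and 3.15. Replicates of a group correlated at r = 0.994 to 0.998 across genes, which are not independent replicates. With 3 arrays per group, their number limits the precision. The first principal component of each set held 19.6%, 18.3% and 16.6% of the variance in the same order of sets. Across the 30 arrays of a set it followed the spread of the array's values, the interquartile range (Pearson r = 0.951, 0.964 and 0.947, Spearman rho = 0.926, 0.949 and 0.934, permutation p = 1e-05 for each, the smallest that permutations can give). Without the 2 farthest arrays r was 0.945, 0.943 and 0.936. The spread showed no detectable relation with dose over the 27 treated arrays (r = 0.10, 0.087 and 0.121, rho = 0.114, 0.096 and 0.09, permutation p = 0.62, 0.67 and 0.55 for r, and 0.57, 0.64 and 0.66 for rho). Over the 3 sets of each family, the adjusted p was 1e-05 for the component and 0.67 for dose. The 3' minus 5' signal of the ACTB control probe sets ranged from 0.19 to 0.57, from 0.23 to 0.61 and from 0.24 to 0.59 (log2) and rose with the spread over the 30 arrays of each set (r = 0.82, 0.765 and 0.86, rho = 0.846, 0.76 and 0.856, permutation p = 1e-05 for each, r = 0.783, 0.725 and 0.835 without the 2 farthest, adjusted p = 2e-05 over 6 tests). It was 0.40 ± 0.14 with DMSO and 0.32 ± 0.12 at 10 µM in the fenbuconazole set, 0.43 ± 0.12 and 0.46 ± 0.07 in the imazalil set, and 0.41 ± 0.13 and 0.43 ± 0.10 in the 2,4-D set (mean ± SD, n = 3), and had no detectable relation with dose (r = 0.035, -0.066 and 0.227, rho = 0.048, -0.087 and 0.192, permutation p = 0.86, 0.75 and 0.25 for r). That of GAPDH had no detectable relation with the spread (r = -0.293, -0.107 and -0.077, rho = -0.217, -0.13 and -0.152, permutation p = 0.12, 0.57 and 0.69 for r). Over the 27 treated arrays it fell with dose of fenbuconazole (r = -0.494, rho = -0.421, permutation p = 0.008 and 0.03, adjusted p = 0.048 and 0.18, r = -0.395 without the 2 farthest), while with imazalil r was 0.447 (rho = 0.366, permutation p = 0.018 and 0.062, adjusted p = 0.054 and 0.19, r = 0.264 without the 2 farthest) and with 2,4-D -0.126 (rho = -0.158, permutation p = 0.53 and 0.43).

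At 10 µM fenbuconazole, 3 genes changed. CYP1A1 (Entrez gene 1543), which encodes a cytochrome P450 induced through the aryl hydrocarbon receptor (AHR), rose from 4.61 ± 0.28 to 6.26 ± 0.31 (log2, mean ± SD, n = 3), a log2 change of 1.66 ± 0.21 (SE) and a fold of 3.15 (95% interval 2.32 to 4.28, adjusted p = 5.49e-04). ACSS2 (Entrez gene 55902), which makes acetyl-CoA from acetate for lipid synthesis, rose 1.48-fold (interval 1.29 to 1.69, log2 0.56 ± 0.09, adjusted p = 0.0201). ARRDC4 (Entrez gene 91947), an arrestin family member that limits glucose uptake, fell to 0.613 of DMSO (interval 0.537 to 0.7, log2 -0.71 ± 0.09, adjusted p = 5.49e-04). Each of these changes had the same direction in 3 of 3 same-numbered pairs.

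Genes of cholesterol synthesis and uptake rose together at 10 µM fenbuconazole. Of 20 measured members, 19 lay above DMSO, with a median log2 change of 0.25. The list passed its test (camera, adjusted p = 2.65e-21) and did so with an estimated correlation (adjusted p = 2.17e-05 with an estimated correlation). Over all genes 0 members passed in limma, 12 had an unadjusted p under 0.05, and 12 passed adjusted over the list alone: MVD, HMGCS1, LSS, DHCR7, MVK, STARD4, CYP51A1, EBP, HSD17B7, IDI1, FDPS and SC5D. The largest were MVD, the mevalonate decarboxylase (log2 0.61 ± 0.12, 1.52-fold), HMGCS1, an early enzyme of the mevalonate pathway (0.53 ± 0.10, 1.44-fold), and LSS, the lanosterol synthase (0.38 ± 0.08, 1.3-fold), with an adjusted p over all genes of 0.0681 for each. CYP51A1, the lanosterol demethylase that is the mammalian counterpart of the fungal target of azoles, had a log2 change of 0.30 ± 0.09 (1.23-fold, adjusted p over all genes = 0.808). The list mean grew with dose, from 0.07 at 0.3 µM through 0.11 at 1 µM and 0.18 at 3 µM to 0.25 at 10 µM (SE 0.03), and lay between 0.01 and 0.04 at lower doses. The 3' minus 5' signal of GAPDH fell with dose over the treated arrays (r = -0.494). With that signal as a covariate the list mean at 10 µM was 0.242 (interval 0.179 to 0.306).

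**Figure D1:**
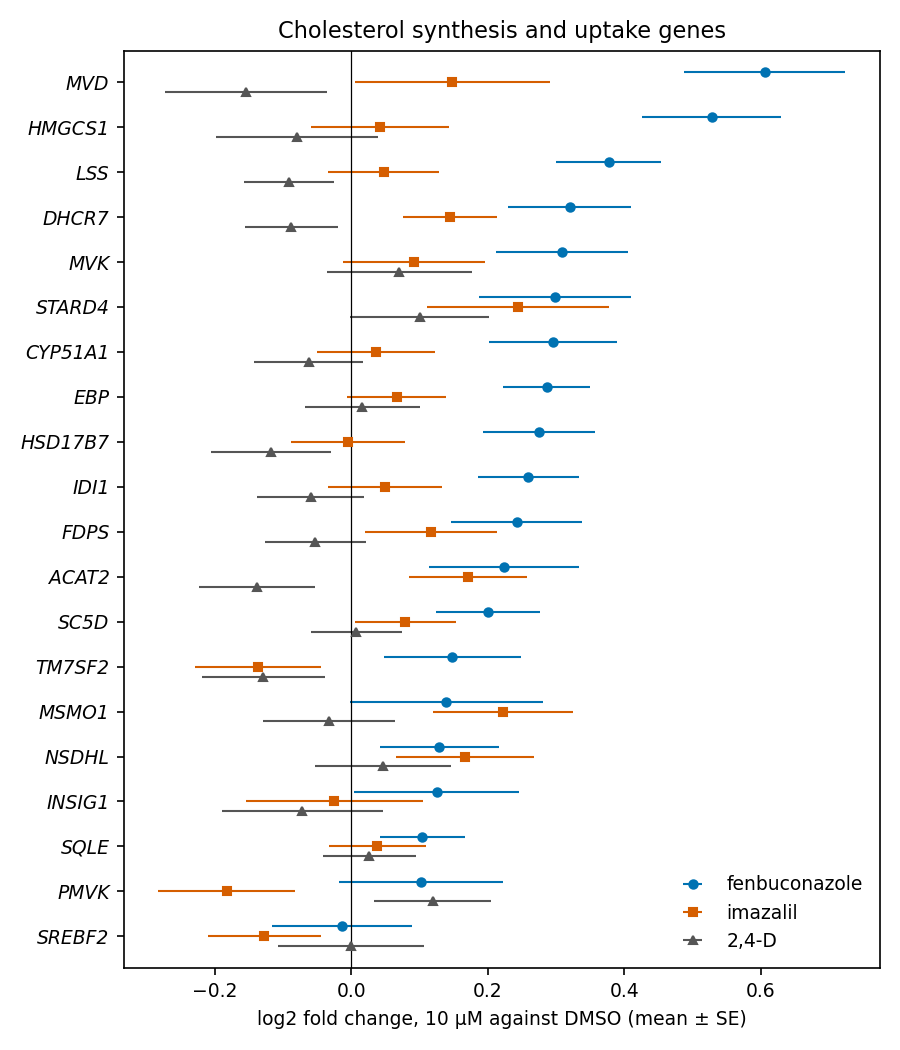
Log2 fold change against DMSO of the measured genes of cholesterol synthesis and uptake at 10 µM of each compound, 1 point per gene with its standard error (n = 3 arrays per group). With fenbuconazole 19 of 20 genes lie above 0, against 15 with imazalil and 7 with 2,4-D.

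Fatty acid synthesis genes rose as a list as well, with 12 of 14 above DMSO and a median of 0.13 (camera, adjusted p = 4.92e-09, and 3.66e-05 with an estimated correlation). ACSS2 passed over all genes, and ACSS2, LPIN1, PNPLA3 and ACLY adjusted over the list alone. LPIN1, a phosphatidate phosphatase, had a log2 change of 0.48 ± 0.10 (1.39-fold) and PNPLA3, a lipid droplet enzyme, 0.52 ± 0.10 (1.43-fold), each with an adjusted p over all genes of 0.0681. The targets of PXR and CAR, receptors that induce drug metabolism, had 12 of 13 members above DMSO and a median of 0.09 (adjusted p = 3.22e-04, and 0.00395 with an estimated correlation). In that list 0 members passed over all genes in limma, 4 had an unadjusted p under 0.05, and CYP3A7 passed adjusted over the list alone. Targets of NRF2, the regulator of antioxidant genes, had a median of 0.08 (adjusted p = 3.12e-04, and 0.00885 with an estimated correlation), with 0 over all genes, 2 at an unadjusted p under 0.05 and 2, AKR1B10 and AKR1C1, adjusted over the list alone. The AHR targets were also higher (median 0.06, mean 0.25 over 8 genes, adjusted p = 0.0272, and 0.0465 with an estimated correlation). CYP1A1 was the 1 member past the threshold both over all genes and adjusted over the list alone. The list was not tested without this gene. The log2 change of CYP1A1 (1.66) lifts the list mean above the median, so the mean does not show a rise of the other members. Integrated stress and ER stress genes had a median of 0.03 with 14 of 20 above DMSO (adjusted p = 0.0206, and 0.0298 with an estimated correlation), with 0 members over all genes, 3 at an unadjusted p under 0.05 and TRIB3 and ASNS adjusted over the list alone. Cell cycle genes were lower, with 3 of 21 above DMSO and a median of -0.08 (adjusted p = 0.0155, and 0.044 with an estimated correlation), 0 members past either adjustment and 1 at an unadjusted p under 0.05.

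Several of these list calls ended when every array of 1 replicate number was left out. For the AHR targets the adjusted p was 0.109, 0.116 and 0.104 without replicates 1, 2 and 3 (2.17e-05 to 0.116 over all alternatives), for PXR and CAR targets 0.0625 without replicate 2 (1.08e-06 to 0.0625), and for NRF2 targets 0.0607 without replicate 3 (5.51e-06 to 0.0607). It was 0.119 and 0.337 for integrated stress genes without replicates 1 and 2 (0.00357 to 0.337), and 0.238 and 0.253 for cell cycle genes without replicates 1 and 3 (0.00154 to 0.253), whose call also ended under joint normalization (0.0544). The other 11 lists did not pass with fenbuconazole. Their median log2 changes were 0.04 for LXR and FXR targets (adjusted p = 0.245), 0.05 for p53 targets (0.539), -0.07 for heat shock genes (0.434), -0.02 for metallothioneins (0.418), -0.01 for hepatocyte secreted proteins (0.414), 0.04 for interferon genes (0.414) and 0.00 for PPARA targets (0.988). SLC51B, of the LXR and FXR list, passed adjusted over the list alone. Medians and test directions differed in sign for hypoxia genes (median -0.01, mean 0.05, adjusted p = 0.785), immediate early genes (median -0.003, test upward, 0.829) and mesenchymal markers (median -0.04, mean 0.001, 0.988). Markers of blood and endothelial cells had a median of -0.05 (0.482).

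Below 10 µM, limma called 0 genes at every fenbuconazole dose, with 464 to 759 genes at an unadjusted p under 0.05 per dose against 938 at 10 µM. CYP1A1 was 1.36-fold at 1 µM and 1.79-fold at 3 µM (adjusted p = 1 at 1 µM). ARRDC4 showed no graded course, with log2 changes between -0.27 and 0.12 at the lower doses. The F test over doses called ARRDC4 (adjusted p = 7.03e-04) and CYP1A1 (0.00242). Slopes passed for 3 genes, CYP1A1 (0.32 ± 0.06 log2 per 10-fold dose, adjusted p = 0.0194), HMGCS1 (0.12 ± 0.02, 0.011) and LSS (0.09 ± 0.01, 0.00301). Against the 3 lowest doses 12 genes changed, 8 up and 4 down, and these held all 3 genes called against DMSO. Among them were LPIN1 (1.48-fold, log2 0.56 ± 0.08, adjusted p = 0.00113), MVD (1.42-fold), HMGCS1 (1.38-fold) and LSS (1.34-fold) upward, and TXNIP, an arrestin family inhibitor of glucose uptake (0.683-fold, log2 -0.55 ± 0.08, adjusted p = 0.00113), downward. HMOX1, a haem oxygenase, had a log2 change of 0.03, the cell cycle inhibitor CDKN1A 0.13, the kinase PDK4 0.14, CYP3A4 0.02 and CYP2B6 -0.04, none past the threshold, and the signs of the HMOX1, CYP3A4 and CYP2B6 values turned when a replicate number was left out (-0.09 without replicate 3, -0.02 and 0.05 without replicate 1).

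The count of 3 genes at 10 µM fenbuconazole was 14 without the dim genes, 10 with a trended robust variance and 0 in a fit to the 2 groups compared alone. It was 0, 0 and 1 without replicates 1, 2 and 3, where the F test gave 0, 0 and 0 genes, the slopes 0, 0 and 1 and the comparison with the lowest doses 1, 6 and 1. It was 2 without DMSO replicate 1 or 3 and 2 without 10 µM replicate 3. The call of ACSS2 ended without DMSO replicate 1 or 3 or 10 µM replicate 1 or 3 (highest adjusted p = 0.168, log2 0.49 to 0.60). It also ended where every probe set was tested (0.0602), while CYP1A1 and ARRDC4 passed without any 1 of the 6 arrays.

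At 10 µM imazalil, 21 genes changed, 10 up and 11 down. CYP1A1 rose from 4.62 ± 0.24 to 7.63 ± 0.20 (log2, mean ± SD, n = 3), a fold of 8.08 (95% interval 5.99 to 10.9, log2 3.01 ± 0.21, adjusted p = 2.07e-09). MCC (Entrez gene 4163), a gene named for its mutation in colorectal cancer, rose 2.06-fold (log2 1.04 ± 0.13, adjusted p = 1.34e-04). Its DMSO signal of 2.95 ± 0.12 lay within the range of the array medians, so the size of this fold is uncertain. Its other probe set gave 0.36 (adjusted p = 0.668). CYP24A1, the vitamin D 24-hydroxylase, rose 1.62-fold (log2 0.69 ± 0.11, adjusted p = 0.00277). HAMP, which encodes the iron hormone hepcidin, rose 1.52-fold (0.60 ± 0.10, 0.00479), and ALAS1, the first enzyme of haem synthesis, 1.43-fold (0.52 ± 0.09, 0.00784). The others that rose were ZNF114 (1.53-fold), PRIMA1 (1.49), SULT2A1, a hydroxysteroid sulfotransferase (1.38), SOS1 (1.36) and KCNJ10 (1.35).

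TXNIP (Entrez gene 10628) fell most with imazalil, from 8.63 ± 0.02 to 7.78 ± 0.21, to 0.554 of DMSO (interval 0.486 to 0.631, log2 -0.85 ± 0.09, adjusted p = 1.19e-05). ARRDC4 was at 0.639 of DMSO and did not pass (log2 -0.65 ± 0.14, adjusted p = 0.0988). DKK1 (Entrez gene 22943), a secreted Wnt antagonist, fell to 0.703 (-0.51 ± 0.06, 8.23e-05), SGK1 (Entrez gene 6446), a kinase induced by serum and glucocorticoids, to 0.743 (-0.43 ± 0.06, 3.94e-04), ARID5B to 0.737 (-0.44 ± 0.06, 9.42e-04) and SLC2A3, a glucose transporter, to 0.732 (-0.45 ± 0.08, 0.00832). The 4 other probe sets of ARID5B gave -0.36, -0.09, -0.04 and -0.02, none past the threshold (adjusted p = 0.945 to 0.996). The remaining falls were in KRTAP3-1 (0.581), BNIP3L, a mitophagy receptor (0.706), FILIP1L (0.717), SPON2 (0.718), CCN2, a matricellular protein (0.756), and CLDN1, a tight junction protein (0.794). All 21 genes moved the same way in 3 of 3 pairs. IGFBP1, CYP3A4 (log2 -0.09), CYP2B6 (-0.01), PDK4 (0.04), HMOX1 (0.02), CDKN1A (-0.005), HMGCS1 (0.04) and CYP51A1 (0.04) did not pass, and the signs of CYP3A4, CYP2B6 and CDKN1A turned without replicate 2 (0.04, 0.16 and 0.06). Under joint normalization CYP3A4 was at -0.43, CYP2B6 at -0.24 and PDK4 at 0.20.

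**Figure D2:**
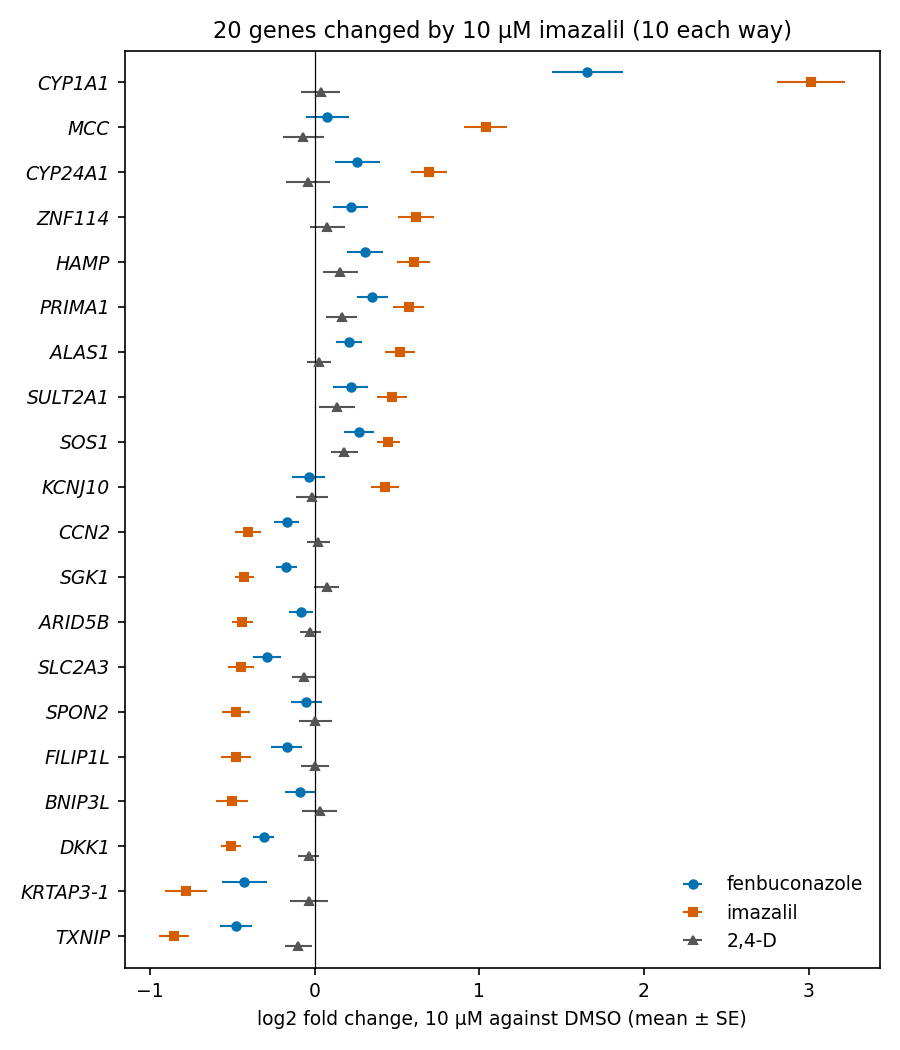
Log2 fold change against DMSO at 10 µM of each compound for the 20 genes named for imazalil, 10 up and 10 down, as points with standard errors (n = 3 arrays per group). CYP1A1 is highest with imazalil at 3.01 and TXNIP lowest at -0.85.

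Among the lists, PXR and CAR targets rose with imazalil, with 9 of 13 above DMSO and a median of 0.12 (camera, adjusted p = 7.98e-06, and 5.62e-04 with an estimated correlation). ALAS1 and SULT2A1 passed over all genes, and 6 members passed adjusted over the list alone, adding GSTA1 (log2 0.60), CYP3A7 (0.39), ABCB1 (0.30) and ABCC2 (0.25), which encode a glutathione transferase, a P450 and a pair of efflux pumps. The mean of this list lay above DMSO at every imazalil dose and was not graded, with 0.12 (interval 0.05 to 0.18) at 0.001 µM, 0.02 at 0.1 µM, 0.10 at 3 µM and 0.20 (0.13 to 0.26) at 10 µM, and 10 µM lay 0.12 (0.07 to 0.17) above the 3 lowest doses. The AHR list had a mean of 0.43 against a median of 0.09 (adjusted p = 6.43e-04, and 0.00644 with an estimated correlation). CYP1A1 was again its 1 member past both adjustments, and the list was not tested without CYP1A1. The log2 change of CYP1A1 (3.01) lifts the list mean here too, so that mean does not show a rise of the other members. NRF2 targets were higher in 10 of 11 members, with a median of 0.15 (adjusted p = 3.12e-04, and 0.0176 with an estimated correlation), 0 members past either adjustment in limma and 4 at an unadjusted p under 0.05, and this call ended under joint normalization (0.0877, over all alternatives 3.63e-05 to 0.0877). Cholesterol genes had a median of 0.06 and did not pass (adjusted p = 0.0635, and 0.303 with an estimated correlation), with 0 members past either adjustment and 2 at an unadjusted p under 0.05. The medians of the other lists that did not pass were 0.07 for fatty acid synthesis (adjusted p = 0.195), 0.08 for PPARA targets (0.137), 0.01 for integrated stress genes (0.348), -0.04 for p53 targets (0.588), 0.08 for heat shock genes (0.211), 0.03 for secreted proteins (0.418), -0.05 for hypoxia genes (0.785), -0.11 for immediate early genes (0.137) and -0.01 for mesenchymal markers (0.946). Median and mean differed in sign for LXR and FXR targets (-0.02 and 0.04, 0.588), where SLC51B passed adjusted over the list alone, and for cell cycle genes (0.001 and -0.01, 0.79), metallothioneins (0.03 and -0.004, 0.873), interferon genes (-0.02 and 0.03, 0.829) and markers of blood and endothelial cells (-0.006 and 0.03, 0.588).

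CYP1A1 was the 1 gene called below 10 µM, at 3 µM imazalil (3.8-fold, log2 1.93, adjusted p = 2.94e-05), and it was 2.22-fold at 1 µM (adjusted p = 0.196). At the other lower doses limma called 0 genes, with 505 to 1137 at an unadjusted p under 0.05 per dose, against 1180 at 10 µM. The F test called 7 genes, CYP1A1, MCC, TXNIP, DKK1, SGK1, CYP24A1 and ARID5B. Slopes passed for 27 genes, 10 up and 17 down. The steepest up were CYP1A1 (0.64 ± 0.08 log2 per 10-fold dose, adjusted p = 7.12e-05), SLC51B, a subunit of the bile acid exporter (0.19 ± 0.04, 0.0125), CYP24A1 (0.16 ± 0.02, 0.00175), CRACD (0.12 ± 0.02, 0.0144) and CAVIN2 (0.11 ± 0.02, 0.0292). The steepest down were IGFBP1, which binds insulin-like growth factors (-0.17 ± 0.03, 0.00438), DEPP1 (-0.14 ± 0.03, 0.00841), BNIP3L (-0.11 ± 0.02, 0.0144), TMEM45A (-0.10 ± 0.02, 0.0335) and SPON2 (-0.10 ± 0.02, 0.00723). Against the 3 lowest doses 45 genes changed, 21 up and 24 down, and these held all 21 genes called against DMSO, of which 10 also had a slope past the threshold.

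The 21 genes at 10 µM imazalil became 64 under joint normalization, 36 with a trended robust variance, 7 with a fold of at least 1.5 and 2 in a fit to the 2 groups alone, and 2, 2 and 4 without replicates 1, 2 and 3, where the F test gave 1, 3 and 1, the slopes 1, 0 and 13 and the comparison with the lowest doses 7, 16 and 6. Without DMSO replicate 2 there were 13, and without 10 µM replicate 3 there were 8. Of the 21 genes, 8 passed without any 1 of the 6 arrays compared (CYP1A1, MCC, TXNIP, DKK1, SGK1, ARID5B, SOS1 and PRIMA1). BNIP3L and KCNJ10 failed whichever of the 6 arrays was left out (highest adjusted p = 0.365 and 0.275), CCN2 (0.203), FILIP1L (0.203) and SULT2A1 (0.244) in 5 of 6, CLDN1 (0.275) in 4, and ZNF114 (0.107), SLC2A3 (0.131) and SPON2 (0.183) in 3. HAMP failed without DMSO replicate 2 or 10 µM replicate 3 (0.0798), ALAS1 without 10 µM replicate 2 or 3 (0.0554), and CYP24A1 (0.0518) and KRTAP3-1 (0.0646) without 10 µM replicate 3. The calls of SPON2 and ZNF114 also ended under joint normalization (log2 -0.33 and 0.48), and that of KCNJ10 with the array spread covariate, which was added after seeing the data (0.41). Where every probe set was tested, 15 of the 21 passed, and the calls of FILIP1L (adjusted p = 0.0658), BNIP3L (0.0734), SULT2A1 (0.0734), CLDN1 (0.0907), CCN2 (0.0947) and KCNJ10 (0.114) ended.

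**Figure D3:**
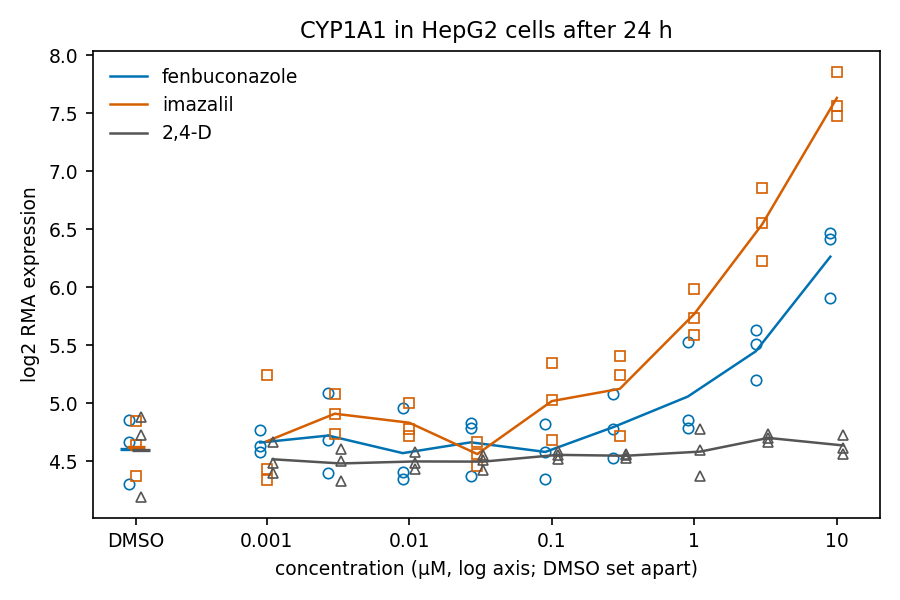
CYP1A1 log2 intensity by dose (log axis in µM, DMSO at the left) for each compound, with every array as a point and lines through the means of 3 arrays. Means at 10 µM are 6.26 with fenbuconazole, 7.63 with imazalil and 4.63 with 2,4-D.

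With 2,4-D, limma called 0 genes at 10 µM, with 783 genes at an unadjusted p under 0.05. CYP1A1 was at 4.60 with DMSO and 4.63 at 10 µM (log2 change 0.04 ± 0.12, adjusted p = 1), a value whose sign turned under joint normalization (-0.12) and without replicate 1 (-0.13). The highest changes, none past the threshold, were in AK9 (0.49 ± 0.18, adjusted p = 1), RRAD (0.48 ± 0.14, adjusted p = 1) and DPEP2NB (0.47 ± 0.11, 0.984), and the lowest in PLEKHM3 (-0.52 ± 0.17, adjusted p = 1), CUTALP (-0.50 ± 0.11, 0.836) and ZBTB20 (-0.49 ± 0.24, adjusted p = 1). TXNIP had a log2 change of -0.10 ± 0.08, ARRDC4 of -0.10 ± 0.13, ACSS2 of -0.09 ± 0.08, HMGCS1 of -0.08, CYP51A1 of -0.06, CYP3A4 of -0.08, CYP2B6 of 0.07, PDK4 of -0.13, HMOX1 of 0.05 and CDKN1A of -0.03. The signs of CYP2B6 and CDKN1A turned without a replicate number (-0.09 without replicate 3 and 0.03 without replicate 2).

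Interferon genes were the 1 list called with 2,4-D, with all 11 measured members above DMSO and a median of 0.09 (camera, adjusted p = 0.00844, and 0.0198 with an estimated correlation). In that list 0 members passed over all genes, 2 had an unadjusted p under 0.05, and IFI44L passed adjusted over the list alone. The call ended without the dim genes (0.442), under joint normalization (0.0877) and without replicate 1 (0.0514) or 2 (0.0572), with a range of 0.00844 to 0.442 over all alternatives, and the list did not differ detectably from that of imazalil (median difference -0.11, adjusted p = 0.116) or fenbuconazole (-0.07, 0.262). The other medians were -0.06 for cholesterol genes (adjusted p = 0.211), -0.05 for fatty acid synthesis (0.162), 0.04 for AHR targets (0.873), 0.07 for PXR and CAR targets (0.152), 0.05 for NRF2 targets (0.198), -0.005 for integrated stress genes (0.482), -0.03 for p53 targets (0.418), -0.03 for cell cycle genes (0.218), 0.08 for metallothioneins (0.162), -0.02 for secreted proteins (0.835), 0.007 for hypoxia genes (0.68), -0.004 for immediate early genes (0.588) and -0.03 for markers of blood and endothelial cells (0.414). Median and mean differed in sign for PPARA targets (0.02 and -0.009, 0.996), LXR and FXR targets (0.01 and -0.04, 0.601), heat shock genes (0.003 and -0.02, 0.573) and mesenchymal markers (0.03 and -0.003, 0.873). Adjusted over the list alone, AKR1B10 and AKR1C1 passed among NRF2 targets, and among metallothioneins MT1F upward (0.20) and MT1M downward (-0.31).

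At the lower doses of 2,4-D limma called 0 genes, with 515 to 1160 at an unadjusted p under 0.05 per dose. The F test, the slope and the comparison with the 3 lowest doses also gave 0, with 1043, 901 and 856 genes at an unadjusted p under 0.05. Under joint normalization 27 genes passed at 10 µM and 3 in the F test, and with a trended robust variance 2 genes passed in the F test and 2 against the 3 lowest doses.

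Imazalil, the imidazole, and fenbuconazole, the triazole, differed at 10 µM in 8 genes, each tested as a difference of DMSO-centred values with its 95% interval. NHEG1 lay under the highest array median in every group compared, and MCC did so with DMSO in both sets, so the sizes of their differences are uncertain. CYP1A1 was 2.57-fold higher with imazalil (log2 1.36, interval 0.91 to 1.81, adjusted p = 0.00279), and MCC (0.96, 0.69 to 1.24, 2.94e-04), KCNJ10 (0.46, 0.27 to 0.66, 0.0417) and SLC17A5, a lysosomal sialic acid transporter (0.36, 0.21 to 0.51, 0.0417), were also higher. NHEG1 (-0.60, -0.84 to -0.36, 0.0379), SPON2 (-0.43, -0.58 to -0.27, 0.00991), ARID5B (-0.36, -0.49 to -0.23, 0.0103) and TACC1 (-0.31, -0.43 to -0.18, 0.0379) were lower. No difference was detected for ARRDC4 (0.06, -0.20 to 0.32), CYP3A4 (-0.11, -0.34 to 0.12), CYP2B6 (0.02, -0.31 to 0.36) or HMOX1 (-0.006, -0.15 to 0.14). For TXNIP (-0.38, -0.57 to -0.18, adjusted p = 0.216), DKK1 (-0.20, -0.31 to -0.09, 0.242), ALAS1 (0.31, 0.14 to 0.48, 0.242), ACSS2 (-0.38, -0.62 to -0.14, 0.297), HMGCS1 (-0.49, -0.70 to -0.28, 0.0637) and CYP51A1 (-0.26, -0.43 to -0.08, 0.328) the interval excluded 0 but the adjusted p did not pass. The difference depended on the probe set for several genes. The other probe set of HMGCS1 gave 0.03 ± 0.12 (0.29 with fenbuconazole and 0.32 with imazalil), that of CYP51A1 0.29 ± 0.30 (0.11 and 0.40) and that of MCC 0.20 ± 0.11, while the 5 others of TACC1 lay between 0.02 and 0.21 and the 4 others of ARID5B between -0.31 and 0.04, none past the threshold. Where every probe set was tested, CYP1A1, MCC, SPON2 and ARID5B passed, and the calls of NHEG1 (adjusted p = 0.066), KCNJ10 (0.109), SLC17A5 (0.121) and TACC1 (0.121) ended.

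As lists, cholesterol genes were lower with imazalil than with fenbuconazole, in 18 of 20 members with a median difference of -0.19 (camera, adjusted p = 1.25e-09, and 7.01e-04 with an estimated correlation). In limma 0 members passed over all genes and 10 adjusted over the list alone. The 22 other probe sets, which stand for 13 of these genes, were lower in 14 with a median difference of -0.03. Fatty acid synthesis genes were lower in 12 of 14 members, with a median of -0.09 (adjusted p = 0.00431, and 0.00823 with an estimated correlation), 0 members over all genes and PNPLA3, FADS2 and ACSS2 adjusted over the list alone, and this call ended without replicate 1 (0.109, over all alternatives 1.42e-04 to 0.109). Immediate early genes had a median difference of -0.11 (adjusted p = 0.043), a call that did not hold at adjusted p = 0.055 with an estimated correlation (4.61e-04 to 0.231 over all alternatives, the highest without replicate 1), and DUSP1 and KLF6 passed adjusted over the list alone. Over the 17 lists in which 0 members passed over all genes, 43 members had an unadjusted p under 0.05. The AHR list (median 0.09, adjusted p = 0.0878), PXR and CAR targets (0.006, 0.159) and cell cycle genes (0.02, 0.0883) did not differ detectably. At doses below 10 µM limma called 0 genes between the azoles, with 579 to 1501 at an unadjusted p under 0.05 per dose. The count of 8 genes was 118 under joint normalization, 13 with a replicate block, 4 with the array spread covariate and 1, 0 and 2 without replicates 1, 2 and 3. CYP1A1 passed without replicate 3, but not without 1 or 2, MCC failed without replicate 2, and the other 6 genes failed whichever replicate number was left out. The calls of KCNJ10 (log2 0.42), NHEG1 (-0.48), SLC17A5 (0.32) and TACC1 (-0.29) ended with the array spread covariate, and those of SLC17A5 (0.24) and SPON2 (-0.30) under joint normalization.

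Imazalil and 2,4-D differed in 50 genes at 10 µM, 23 higher and 27 lower with imazalil. The largest were CYP1A1 (log2 2.98, interval 2.64 to 3.32, adjusted p = 1.02e-16), SLC51B (1.15, 0.82 to 1.48, 4.73e-05), MCC (1.11, 7.73e-07), TXNIP (-0.75, -0.93 to -0.57, 7.73e-07), KRTAP3-1 (-0.75, 7.98e-04), CYP24A1 (0.73, 7.98e-04), KCNG3 (0.70, 0.024), FAM20A (0.66, 0.0378), the interleukin receptor IL6R (0.62, 0.0153) and IGKV1-5 (-0.60, 0.0153). MCC and IGKV1-5 had signals near the array medians, so the sizes of their differences are uncertain. Where every probe set was tested, 30 of the 50 passed and 20 calls ended, FAM20A (adjusted p = 0.074) the 1 among these 10. Another probe set of FAM20A passed (0.61, 0.0121), but its remaining probe sets gave 0.195 and -0.029, neither past the threshold. Other probe sets gave -0.03 for KCNG3, 0.19 and 0.08 for IL6R and 0.16 for MCC, none past the threshold, while those of TXNIP gave -0.80 and -0.80. CYP1A1 was also higher with imazalil at 1 µM (1.17 ± 0.17, 0.83 to 1.51, adjusted p = 3.32e-04) and 3 µM (1.83 ± 0.17, 1.49 to 2.16, 1.88e-09), and DOCK8 at 0.1 µM (0.74 ± 0.14, 0.47 to 1.02, 0.0458), where 3455 genes had an unadjusted p under 0.05. The arrays at 0.1 µM had interquartile ranges of 3.031, 2.817 and 2.948 with imazalil and 3.173, 3.105 and 3.115 with 2,4-D. The DMSO means of these sets were 3.015 and 3.083. No value of DOCK8 with the array spread covariate is given. The AHR list (median 0.08, adjusted p = 2.59e-04, and 0.00117 with an estimated correlation), PXR and CAR targets (0.04, 0.00431, and 0.00823 with an estimated correlation) and fatty acid synthesis genes (0.14, 0.00479, and 0.0126 with an estimated correlation) were higher with imazalil. The AHR list had a mean of 0.43, CYP1A1 was its 1 member past either adjustment, and it was not tested without CYP1A1. Among PXR and CAR targets 2 members passed over all genes and 3 adjusted over the list alone. Among fatty acid synthesis genes 0 passed either adjustment and 6 had an unadjusted p under 0.05. The calls of cholesterol genes (0.11, 0.00136) and NRF2 targets (0.07, 0.0211) were lost, at adjusted p = 0.0663 and 0.0664 with an estimated correlation. In each of these lists 0 members passed over all genes. Adjusted over the list alone, 3 cholesterol genes passed, 2 higher and 1 lower, and 4 NRF2 targets, all higher. Joint normalization ended the calls of fatty acid synthesis genes and of PXR and CAR targets (0.0809 for each, over all alternatives 0.00332 to 0.0809 and 2.32e-04 to 0.0904), and that of PXR and CAR targets also ended without replicate 1 (0.0904). The count of 50 was 187 under joint normalization and 111 with the array spread covariate. It was 19, 12 and 10 without replicates 1, 2 and 3. CYP1A1, MCC and TXNIP passed whichever replicate number was left out. The covariate was the interquartile range itself, whose DMSO mean differed between these sets (3.015 and 3.083). At 10 µM the means were 3.065 with imazalil and 3.068 with 2,4-D. The count of 111 therefore does not show the differences after correction for the spread relative to DMSO.

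Fenbuconazole and 2,4-D differed in 18 genes at 10 µM, 15 higher and 3 lower with fenbuconazole. The largest were CYP1A1 (log2 1.62, interval 1.28 to 1.96, adjusted p = 1.02e-07), SLC51B (0.80, 0.00371), MVD (0.76, 8.93e-04), HHIPL1 (0.67, 0.0069), ACSS2 (0.65, 0.47 to 0.83, 2.19e-05), HMGCS1 (0.61, 0.38 to 0.84, 0.00871), ARRDC4 (-0.60, -0.85 to -0.36, 0.0173), PNPLA3 (0.58, 0.0308), ZNF606 (-0.57, 0.0145) and LPIN1 (0.53, 0.02). The signal of HHIPL1 lay under the highest array median in the 2,4-D set (3.11 with DMSO and 2.96 at 10 µM), so the size of its difference is uncertain. Where every probe set was tested, 13 of the 18 passed, and the calls of ARHGAP36 (adjusted p = 0.0533), PNPLA3 (0.0769), ASNS (0.0882), DKK1 (0.104) and HSD17B7 (0.112) ended. Other probe sets gave 0.11 for HHIPL1, -0.08 for ZNF606, 0.16 for PNPLA3, 0.36 for HMGCS1 and 0.58 and 0.66 for LPIN1, none past the threshold. Cholesterol genes were higher with fenbuconazole in 18 of 20 members, with a median of 0.27 (camera, adjusted p = 1.95e-25, and 2.39e-07 with an estimated correlation), 5 members past the threshold over all genes and 13 adjusted over the list alone. Fatty acid synthesis genes were higher in 13 of 14, with a median of 0.18 (3.67e-12, and 1.83e-07 with an estimated correlation), 3 over all genes and 8 adjusted over the list alone. The AHR list (0.03, 0.0079, and 0.0134 with an estimated correlation) and integrated stress genes (0.08, 0.00374, and 0.0102 with an estimated correlation) were also higher. In the AHR list 5 of 8 members were higher and the mean was 0.24. CYP1A1 was its 1 member past either adjustment, and the list was not tested without CYP1A1. Among integrated stress genes ASNS passed over all genes. Calls of NRF2 targets (0.05, 0.0227) and metallothioneins (-0.10, 0.0227) were lost, at adjusted p = 0.055 and 0.154 with an estimated correlation. The AHR call ended under joint normalization (0.0809) and without replicate 1 (0.131) or 3 (0.0715), with a range of 1.08e-04 to 0.131 over all alternatives. Below 10 µM the 1 gene called was DUSP23 at 0.03 µM (-0.59 ± 0.10, -0.80 to -0.39, adjusted p = 0.0184). The count of 18 was 122 under joint normalization, 46 with the array spread covariate and 4 whichever replicate number was left out. CYP1A1 and ACSS2 passed in each of these settings. Mean interquartile ranges were 3.015 with DMSO and 2.966 at 10 µM in the fenbuconazole set, and 3.083 and 3.068 in the 2,4-D set. The count of 46 likewise does not show the differences after correction for the spread relative to DMSO.

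**Figure D4:**
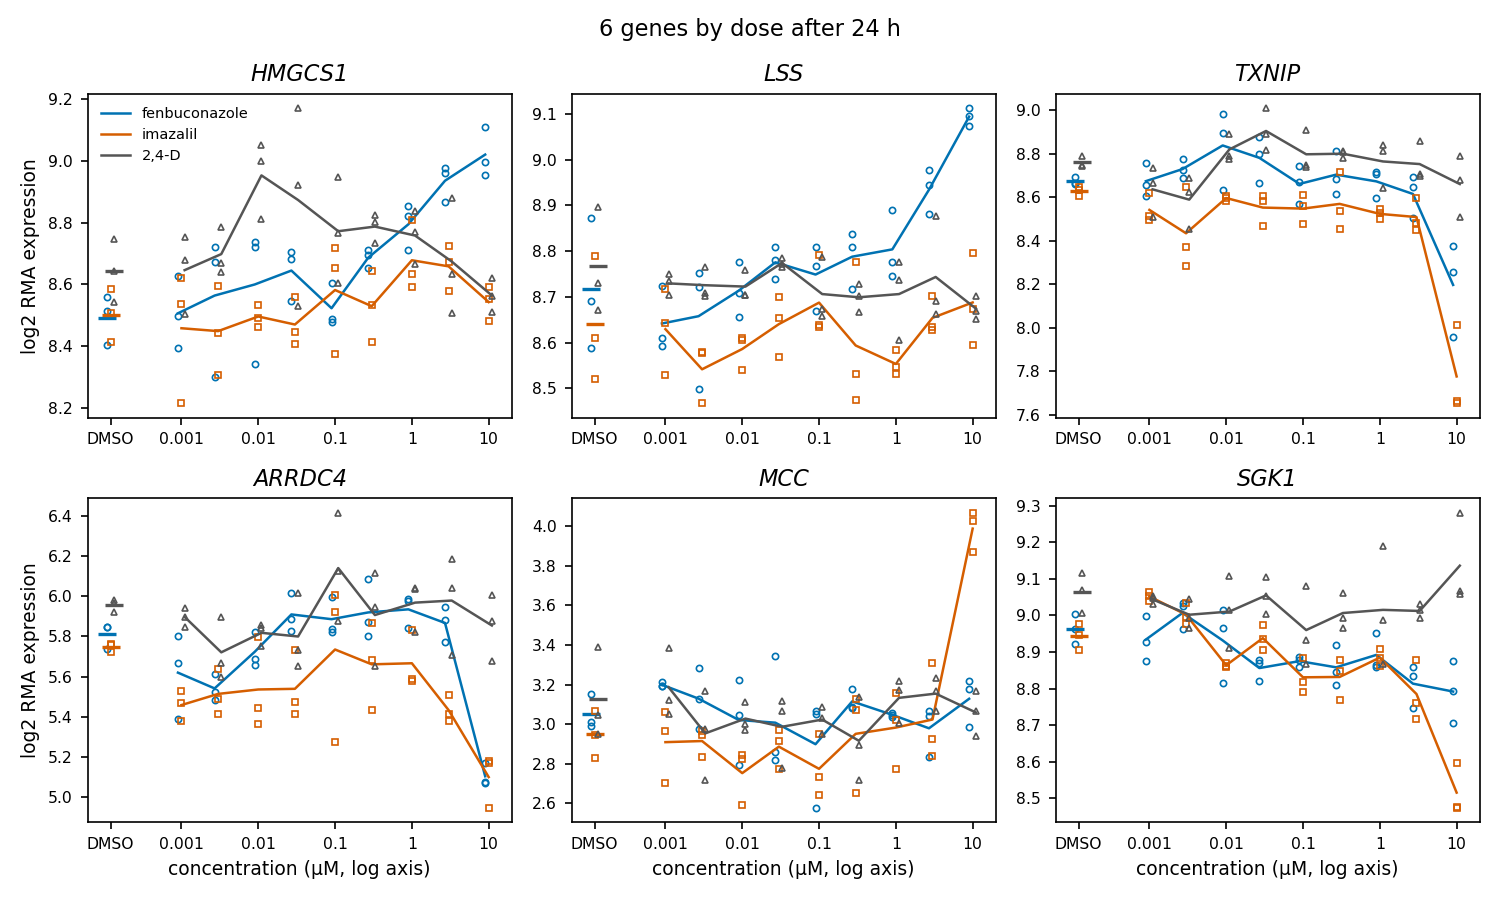
Log2 intensity by dose (log axis in µM, DMSO set apart) of HMGCS1, LSS, TXNIP, ARRDC4, MCC and SGK1 with each compound, with every array as a point and lines through the means of 3 arrays. At 10 µM imazalil TXNIP is at 7.78, against 8.63 with DMSO, and MCC at 3.99, against 2.95.

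Across all 19774 genes, which are not independent replicates, log2 changes at 10 µM against DMSO correlated at r = 0.258 between imazalil and fenbuconazole, 0.328 between imazalil and 2,4-D and 0.382 between fenbuconazole and 2,4-D. The 3 sets share their DMSO arrays, and unchanged groups simulated against the same controls gave 0.5. The values changed with the arrays, from 0.184 to 0.391, from 0.313 to 0.425 and from 0.394 to 0.414 when a replicate number was left out, and the first was 0.461 with the array spread covariate. The covariances were 0.00438, 0.00479 and 0.00528 against a simulated 0.00781. At 0.001 µM, where 0 genes were called with each compound, the correlations were 0.416, 0.382 and 0.404, also below the simulated 0.5. A value under 0.5 therefore does not show that the 10 µM responses agree less than those of unchanged groups. With each compound's 3 lowest doses as the baseline the correlations at 10 µM were 0.038, -0.035 and 0.036. CYP1A1 was the 1 gene called upward against DMSO with both azoles, where independent calls would share 0.001, and 0 genes were shared downward (0.00056 by independence). The shared controls raise such overlaps. Against the 3 lowest doses, which the azoles do not share, CYP1A1 was shared upward (0.0085 by independence), and 2 genes, TXNIP and DKK1, downward (0.0049). Of the 45 genes called for imazalil against its lowest doses, 43 had the same sign with fenbuconazole (r = 0.899 over these genes, median ratio 0.41) and 26 with 2,4-D (r = 0.093, median ratio 0.024), and all 12 called for fenbuconazole had the same sign with imazalil (r = 0.888, median ratio 0.527).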

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

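The tests of the array spread, of the 3' to 5' signal of GAPDH, of the choice of DMSO arrays and of the other probe sets were chosen only after the result was seen, and the other tests in this part before it. The results here differed between the azoles at 10 µM by a test of the difference itself, or came from probe sets outside the gene-level comparisons. Imazalil minus fenbuconazole (log2) was 1.36 for CYP1A1, 0.962 for MCC, 0.465 for KCNJ10 and 0.358 for SLC17A5, and -0.597 for NHEG1, -0.426 for SPON2, -0.358 for ARID5B and -0.309 for TACC1. Over lists, the median difference was -0.193 for cholesterol genes and -0.086 for fatty acid synthesis genes. The 6 arrays at 10 µM can be split in only 10 ways, too few for a share under 0.05. The real split gave 8 genes, 1 split reached that, and the highest other gave 0.

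Probe sets that name no gene or several genes also passed the threshold at 10 µM imazalil against DMSO. There was 1 without a symbol, 213844_PM_at (log2 0.58 ± 0.11, 1.49-fold, adjusted p = 0.0341), and there were 2 with several symbols, 216236_PM_s_at (-0.44 ± 0.09, 0.0482) and 222088_PM_s_at (-0.48 ± 0.07, 0.00357).

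Cholesterol genes were lower with imazalil than with fenbuconazole over 20 genes (mean log2 difference -0.188 ± 0.029, SE, interval -0.247 to -0.13), but the 22 other probe sets of 13 of these genes had a median of -0.027, with 14 lower. The array spread does not account for it, since with each array's interquartile range as a covariate the mean was -0.198. The position in the run could not be tested, because the labels do not say that the array number is a run order. That number was also confounded with compound and dose. The 2,4-D arrays at 0.001 µM were numbered just before the 10 µM fenbuconazole arrays. Their mean was -0.007 ± 0.032 against DMSO, where fenbuconazole had 0.248 ± 0.029. With the 3' to 5' signal of GAPDH as a covariate, imazalil minus fenbuconazole was -0.187 ± 0.029. That test decides little, because the 10 µM groups hardly differed in this signal (-0.12 ± 0.04 with fenbuconazole, -0.11 ± 0.03 with imazalil). The ACTB signal, 0.32 ± 0.12 and 0.46 ± 0.07 in the same groups, was not tested as a covariate. The 3 DMSO arrays do not account for the rise with fenbuconazole either, as it was 0.216 ± 0.024 against the 3 lowest doses. A wider response of SREBP targets may underlie the difference, but 5 measured targets outside the fixed lists differed by 0.049 (fenbuconazole minus imazalil, interval -0.047 to 0.144), which leaves it open because so few targets were measured. The array spread was excluded for the difference, and the DMSO arrays for the rise with fenbuconazole. Both sets share their DMSO arrays, so the difference itself gives no test of these. The run position, the 3' to 5' signal and the choice of probe sets were not excluded. The difference between the compounds stays a hypothesis found and tested on the same arrays.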

How the results depend on the processing

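The alternatives with the array spread covariate were added after seeing the data, as were those applied to the list tests of the differences and to single slopes and differences; the others were planned. No called gene, slope, difference or list turned its direction under any alternative run. Of 397 recomputed values of single genes at 10 µM, 63 were no longer past the threshold, 4 newly passed it and 19 turned sign, all 19 in genes that were not called, and the rest kept their direction and side. For slopes 71 of 104 kept their side and 33 fell below the threshold, for single differences 153 of 219 and 66, and for lists 205 of 250 and 45. Most losses came from leaving out a replicate number, which leaves 2 arrays per group and so fewer samples. Where a cause is not named the cause was not tested. Signals near the array medians limit the sizes given for MCC, NHEG1, IGKV1-5 and HHIPL1.

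Without the dim genes, where fewer genes were tested, fenbuconazole gave 14 genes at 10 µM, 6 in the F test, 7 slopes and 30 against the 3 lowest doses, imazalil gave 15 in the F test and 45 slopes, and the correlation of fenbuconazole with 2,4-D was 0.319. With every probe set tested there were 6 fenbuconazole slopes, 11 probe sets for imazalil in the F test and 14 imazalil slopes. A trended robust variance gave 10, 9, 6 and 21 for fenbuconazole at 10 µM, in the F test, as slopes and against the 3 lowest doses, 36 and 27 for imazalil at 10 µM and in the F test, and 2 and 2 for 2,4-D in the F test and against the 3 lowest doses. With the array spread covariate, fenbuconazole gave 4 in the F test, 7 slopes and 22 against the 3 lowest doses, imazalil 43 slopes, and the differences 4 (imazalil and fenbuconazole), 111 (imazalil and 2,4-D) and 46 (fenbuconazole and 2,4-D). The DMSO mean of the spread was 3.083 in the 2,4-D set and 3.015 in the sets of the azoles. The counts of 111 and 46 therefore do not show the differences after correction for the spread relative to DMSO. Under the covariate the correlation was 0.461 for imazalil with fenbuconazole and 0.403 for fenbuconazole with 2,4-D. With imazalil CDKN1A turned to 0.058 and CYP2B6 to 0.073. A fit to the 2 groups alone, which estimates the spread from fewer samples, gave 0 genes for fenbuconazole and 2 for imazalil, and a fold of at least 1.5 left 7 for imazalil. The replicate block gave 12 in the F test of imazalil and 13 between imazalil and fenbuconazole.

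Joint normalization gave 64 genes for imazalil and 27 for 2,4-D at 10 µM, 3 for 2,4-D in the F test, 118 between imazalil and fenbuconazole, 187 between imazalil and 2,4-D and 122 between fenbuconazole and 2,4-D, with the same counts without subtraction of DMSO, 7 lists that differed between compounds, and correlations of 0.424 (imazalil and 2,4-D) and 0.319 (fenbuconazole and 2,4-D). By construction its control columns came from the fenbuconazole set alone, so a difference between the sets enters the contrasts of the other compounds. Under it CYP1A1 turned to -0.12 and CYP2B6 to -0.058 with 2,4-D, and with imazalil CYP3A4 was at -0.429, CYP2B6 at -0.235 and PDK4 at 0.205. An estimated correlation left 9 of the 14 lists that differed between compounds and 11 of the 11 that differed from DMSO. With the 3 lowest doses as baseline, which are not shared between compounds, the correlations were 0.038 (imazalil and fenbuconazole), -0.035 (imazalil and 2,4-D) and 0.036 (fenbuconazole and 2,4-D).

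Leaving out arrays or replicate numbers gave 0 to 4 genes for fenbuconazole at 10 µM, 0 to 2 in the F test, 0 to 1 slopes and 1 to 6 against the 3 lowest doses, and for imazalil 2 to 20, 1 to 8, 0 to 13 and 6 to 16. For 2,4-D all were 0 in limma. The differences ranged from 0 to 2 between imazalil and fenbuconazole, from 10 to 19 between imazalil and 2,4-D and stayed at 4 between fenbuconazole and 2,4-D, the lists from 7 to 8 against DMSO and from 9 to 14 between compounds, and the correlations from 0.184 to 0.391, 0.313 to 0.425 and 0.394 to 0.414. Signs that turned when a replicate number was left out were, with fenbuconazole, CYP2B6 (-0.16 to 0.053, with 0.001 between), CYP3A4 (-0.051 to 0.14, with -0.018 between) and HMOX1 (-0.09 to 0.131), with imazalil CDKN1A (-0.07 to 0.055, with 0.002 between), CYP2B6 (-0.151 to 0.159), CYP3A4 (-0.181 to 0.04), CYP51A1 (-0.014 to 0.069), HMGCS1 (-0.008 to 0.075) and PDK4 (-0.04 to 0.128), and with 2,4-D CDKN1A (-0.08 to 0.026), CYP1A1 (-0.131 to 0.129) and CYP2B6 (-0.093 to 0.241).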

Other observations

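The tests of the array spread, also for the splits, were chosen only after the result was seen, and the genes of the opening paragraphs were chosen after their values were seen; the tests of the added target lists and the splits of the arrays were written before. Against its 3 lowest doses, 10 µM imazalil changed 24 genes that were not called against DMSO. Lower were FMO5, a flavin monooxygenase (0.77-fold, log2 -0.38 ± 0.06, adjusted p = 0.00293), ADH6, an alcohol dehydrogenase (0.76-fold, -0.40 ± 0.07, 0.00678), APOM, an apolipoprotein (0.758-fold, -0.40 ± 0.09, 0.0362), SERPINA7, the thyroxine-binding globulin (0.803-fold, -0.32 ± 0.05, 0.00293), and IGFBP1 (0.653-fold, -0.61 ± 0.13, 0.0449). Higher were SLC51B (1.75-fold, 0.80 ± 0.13, 0.00264), the tubulin TUBB2B (1.55-fold, 0.63 ± 0.11, 0.00484), IL6R (1.46-fold, 0.54 ± 0.09, 0.0047), GSTA1 (1.42-fold, 0.50 ± 0.11, 0.0449) and CYB5A, the cytochrome b5 that serves P450 enzymes (1.22-fold, 0.29 ± 0.06, 0.0145). No enrichment was tested for these genes.

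Against its 3 lowest doses, 10 µM fenbuconazole raised LRP8, a lipoprotein receptor (1.34-fold, log2 0.42 ± 0.06, adjusted p = 0.00214), and AKR1B10, an aldo-keto reductase (1.22-fold, 0.28 ± 0.06, 0.0489), and lowered DKK1 (0.833-fold, -0.26 ± 0.05, 0.0337) and C8B, a complement component (0.74-fold, -0.43 ± 0.07, 0.00742). This count depended on the arrays, with 1, 6 and 1 genes in place of 12 without replicates 1, 2 and 3.

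TXNIP and ARRDC4, a pair of arrestin family genes, were lower on average at 10 µM of fenbuconazole (-0.592 ± 0.059) and imazalil (-0.75 ± 0.086) and at -0.101 ± 0.084 with 2,4-D. The array spread does not account for it, as the means were -0.607 and -0.755 with the covariate. The arrays numbered just before had -0.095 ± 0.059 (fenbuconazole at 0.001 µM) and -0.092 ± 0.084 (2,4-D at 0.001 µM). These values cannot exclude the position in the run, because the labels do not say that the array number is a run order. Lower activity of MondoA or ChREBP, which drive both genes, may be the cause, but 8 other targets had means of -0.008 (interval -0.122 to 0.106) with imazalil and 0.015 (-0.102 to 0.133) with fenbuconazole. Both intervals reach -0.1, the bound set in advance, and the explanation stays open.

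Lower at 10 µM imazalil were CCN2, a YAP and TEAD target, and DKK1, a Wnt and beta-catenin target, both past the threshold, whereas NKD1, also a Wnt target (-0.296 ± 0.088, adjusted p = 0.494), IGFBP1 (-0.373 ± 0.164, 0.794) and DEPP1 (-0.451 ± 0.152, 0.676), targets of FOXO factors, did not pass and PCK1, another FOXO target, was at 0.632 ± 0.157 (0.228); lower activity of these factors could account for the falls. Without the genes that prompted each list, the means at 10 µM imazalil were -0.03 (interval -0.104 to 0.043) for YAP and TEAD, -0.023 (-0.091 to 0.045) for Wnt and beta-catenin and 0 (-0.093 to 0.093) for FOXO. The last 2 met the bound of -0.1 set in advance, so a mean fall that large was not seen in their other members. FOXO members moved both ways. The genes left out had prompted the lists, among them DKK1, called at 10 µM, and IGFBP1 and DEPP1, whose slopes passed. With the prompting genes, the means were -0.048 (-0.118 to 0.022), -0.081 (-0.143 to -0.019) and -0.063 (-0.166 to 0.039). These means give no independent test, because they hold the genes that prompted the lists. No technical explanation was tested for this pattern beyond the alternatives of the counts, and none of the 3 can be told apart from a change in single genes.

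Other splits of the same arrays were counted beside each result. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. At 10 µM the real split gave 3 genes for fenbuconazole, 21 for imazalil and 0 for 2,4-D, and the highest other split gave 0, 0 and 3, with 1, 1 and 10 splits that reached the real count. Between imazalil and 2,4-D the real count was 50, between fenbuconazole and 2,4-D 18, the highest other was 1 for each, and 1 split reached the real count. In the F test, chance was excluded for fenbuconazole (2 genes, reached by 2 of 100 splits, highest other 2) and imazalil (7 genes, reached by 1 of 100, highest other 1), although the fits to simulated data with 200 changed genes gave mean false calls of 8.4 and 16.8 in this test. For slopes, chance was excluded for fenbuconazole (3 genes, 1 of 100, highest other 1), although simulated data with 200 changed genes gave 43.2 false calls on average and 208 in 1 run, and for imazalil (27 genes, 2 of 100). Against the 3 lowest doses, chance was excluded for imazalil (45 genes, 1 of 100, highest other 2) and not for fenbuconazole (12 genes, 5 of 100). The highest other split gave 342 genes for imazalil slopes and 44 for fenbuconazole against the lowest doses, which points to a structure of the samples, the spread of the arrays. Of the 99 other splits these had the highest correlation of dose with the spread (0.547, median 0.142) and the largest difference in spread (0.106, median 0.029), and both counts were 0 with the spread as a covariate. For 2,4-D the F test, the slopes and the comparison with the lowest doses gave 0 genes, which all 100 of 100 splits reach by construction (highest other 1, 3 and 3), so these splits decide nothing.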
